# Transcriptome profiles of three Muscat table grape cultivars to dissect the mechanism of terpene biosynthesis

**DOI:** 10.1038/s41597-019-0101-y

**Published:** 2019-06-13

**Authors:** Lei Sun, Baoqing Zhu, Xuanyin Zhang, Guojun Zhang, Ailing Yan, Huiling Wang, Xiaoyue Wang, Haiying Xu

**Keywords:** Plant molecular biology, Secondary metabolism, RNA sequencing

## Abstract

*Vitis vinifera* is widely grown worldwide for making wine and for use as table grapes. Of the existing cultivars, some have a floral and fruity flavour, referred to as a Muscat flavour. It is well-documented that this flavour originates from a series of terpene compounds, but the mechanism of terpene content differences among the Muscat-type cultivars remains unclear. Transcript and terpene metabolite profiles were integrated to elucidate the molecular mechanism of this phenomenon. In this research, three genotypes with different aromatic strengths were investigated by RNA sequencing. A total of 27 fruit samples from three biological replicates were sequenced on Illumina HiSeq2000 at three stages, corresponding to the veraison; berries had intermediate Brix value and were harvest-ripe. After quality assessment and data clearance, a total of 254.18 Gb of data with more than 97% Q20 bases were obtained, approximately 9.41 Gb data were generated per sample. These results will provide a valuable dataset for the discovery of the mechanism of terpene biosynthesis.

## Abstract (summary)

**Table:** 

Design Type(s)	transcription profiling design • gene expression analysis objective
Measurement Type(s)	transcription profiling assay
Technology Type(s)	RNA sequencing
Factor Type(s)	cultivar • biological replicate • developmental stage
Sample Characteristic(s)	Vitis vinifera • berry

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

The trait of aroma is one of the most important parameters for the quality of grapes and is the main concern when consumers buy grape products. For genetic improvement research and breeding, the biosynthesis mechanism of aromatic compounds and their regulation has attracted much attention. Terpenes are the typical aromatic compounds in Muscat grapes, and they belong to the second metabolites^1–4^; they have a low olfactory threshold and can be easily precepted by humans. The terpenes mainly exist in the pericarp and in the flesh of some cultivars^5^, with their content being affected by the genotype^6,7^, developmental stage^8,9^, environment and management of the grape^10–13^. Terpenes have two forms: the free form, which directly leads to the aromatic flavour, and the glycoside bound form, in which the potential aromatic compounds transfer to the free form by hydrolysis^14–16^.

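Transcripts of ripening berries were sequenced in 3 Muscat cultivars, Xiangfei, Italia and Zaomeiguixiang, at the stages EL35 (start of colouring and softening), EL36 (end of veraison) and EL38 (harvest), with 3 replicates in each of the 9 groups. The deposited values are expected counts and FPKM (fragments scaled to transcript length and to the fragments mapped in the sample), and log2 fold changes are given as EL38 over EL35, from rounded expected counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Its standard errors here were derived from the test, as the size of the log2 fold change over the square root of the F statistic. In the mevalonate pathway, the gene annotated as hydroxymethylglutaryl-CoA synthase (HMGS) with the highest mean FPKM over the 27 samples was LOC100244379, at 284 FPKM. In Zaomeiguixiang its FPKM was 396 ± 78.9 (SD, n = 3) at EL35 and 231 ± 14.2 (SD, n = 3) at EL38, a log2 fold change of -0.99 (standard error 0.35, adjusted p = 0.176 from edgeR). Every Zaomeiguixiang replicate at EL38 lay below every replicate at EL35 (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The log2 fold change was 0.21 (standard error 0.54, adjusted p = 0.904 from edgeR) in Xiangfei and -0.33 (standard error 0.56, adjusted p = 0.835 from edgeR) in Italia. With each replicate left out in turn, it ran from -0.10 to 0.57 in Xiangfei and from -0.74 to 0.17 in Italia, so neither direction held. Replicate 3 was the lowest of its group in Xiangfei at EL38 and in Italia at EL35. Both samples also had seed-protein transcripts, described in the closing section. The gene annotated as hydroxymethylglutaryl-CoA reductase (HMGR) with the highest mean was LOC100245191, at 84.2 FPKM. Its log2 fold change was 0.06 (standard error 0.51, adjusted p = 0.975 from edgeR) in Xiangfei, -0.37 (standard error 0.43, adjusted p = 0.742 from edgeR) in Italia and -0.11 (standard error 0.47, adjusted p = 0.94 from edgeR) in Zaomeiguixiang. None of these HMGR changes exceeded its standard error, and each changed sign when some replicate was left out. Reads of close copies of these enzymes could have been split between genes by the authors' counting.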

Biologically, the biosynthesis of terpene compounds in plants are synthesized by two pathways, the methyl-erythritol-4-phosphate pathway (DXP/MEP) in the plastid and the mevalonate pathway (MVA) in the cytoplasm^17^, with terpenes located in the mesocarp and pericarp^18^. Starting from pyruvic acid and 3-phosphate glyceraldehyde, by 1-deoxy-D-xylulose-5-phosphate synthase (DXS), which is the entrance enzyme in the MEP pathway, the two compounds were changed into 1-deoxy-D-xyulose-5-phosphate and, then, through six enzymatic reactions, were converted into geranyl-diphosphate (GPP). 

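In the berry samples, 6 genes annotated as DXS had a mean expected count of at least 10. LOC100249323 had the highest mean, 34.8 FPKM. At EL35 its FPKM was 42.7 ± 2.93 (SD, n = 3) in Xiangfei, 38.2 ± 10.8 (SD, n = 3) in Italia and 46.7 ± 13.5 (SD, n = 3) in Zaomeiguixiang. At EL36 it was 47.5 ± 13.2 (SD, n = 3) in Xiangfei, 20.6 ± 2.75 (SD, n = 3) in Italia and 21.9 ± 3.95 (SD, n = 3) in Zaomeiguixiang. The log2 fold change at EL36 was -1.46 for Italia over Xiangfei (standard error 0.39, adjusted p = 0.11 from edgeR) and -1.57 for Zaomeiguixiang over Xiangfei (standard error 0.42, adjusted p = 0.153 from edgeR). With each replicate left out in turn, these ran from -1.67 to -1.14 and from -1.83 to -1.24. Total soluble solids at EL36 averaged 7.49 in Italia and 13.52 in Xiangfei, so cultivar and ripeness were not separated there. They averaged 12.91 in Zaomeiguixiang. At EL38 the FPKM was 36.6 ± 12.4 (SD, n = 3) in Xiangfei, 21.5 ± 3.22 (SD, n = 3) in Italia and 37.8 ± 10.9 (SD, n = 3) in Zaomeiguixiang. The highest of the Xiangfei replicates, at 50.52 FPKM, was replicate 3, a sample with seed-protein transcripts (closing section). The log2 fold change at EL38 was -1.05 for Italia over Xiangfei (standard error 0.35, adjusted p = 0.142 from edgeR) and -0.41 for Zaomeiguixiang over Xiangfei (standard error 0.35, adjusted p = 0.515 from edgeR). The last is opposite in direction to the FPKM, because edgeR also scales each sample by a TMM factor. Over the 27 samples these factors were 0.692, 0.723 and 1.24 in Xiangfei and 1.313, 1.284 and 1.115 in Zaomeiguixiang at EL38. LOC100252520, with a mean of 10.6 FPKM, changed from EL35 to EL38 by -0.71 in Xiangfei (standard error 0.39, adjusted p = 0.496 from edgeR), 0.49 in Italia (standard error 0.35, adjusted p = 0.542 from edgeR) and 0.21 in Zaomeiguixiang (standard error 0.35, adjusted p = 0.831 from edgeR), on the log2 scale. LOC100268079, with a mean of 2.4 FPKM, went from 5.73 ± 0.875 FPKM (SD, n = 3) to 0.88 ± 0.259 FPKM (SD, n = 3) in Italia between these stages. Its log2 fold change was -2.83 (standard error 0.51, adjusted p = 0.0682 from edgeR) in Italia, -1.87 (standard error 0.45, adjusted p = 0.0562 from edgeR) in Zaomeiguixiang and -1.95 (standard error 1.0, adjusted p = 0.477 from edgeR) in Xiangfei. In each cultivar all replicates at EL38 lay below all at EL35. In Xiangfei those at EL38 had 0.02, 0.29 and 1.62 FPKM, the last in replicate 3, a sample with seed-protein transcripts. With DESeq2 the Italia change was -2.8 (adjusted p = 3.53e-05 from DESeq2), past the paper's thresholds, and the changes in the other cultivars were not past them. For the difference between cultivars in this change, tested on the 18 samples of EL35 and EL38, LOC100268079 had an adjusted p = 0.874 from edgeR. At EL36 its log2 fold change for Italia over Xiangfei was 2.23 (standard error 0.74, adjusted p = 0.181 from edgeR). For Zaomeiguixiang over Xiangfei it was 2.42 (standard error 0.76, adjusted p = 0.195 from edgeR). For LOC100252520 at EL36 these were 1.31 (standard error 0.43, adjusted p = 0.182 from edgeR) and 0.65 (standard error 0.43, adjusted p = 0.477 from edgeR). Their signs were opposite to those of LOC100249323 at EL36. LOC100247834, with a mean of 1.58 FPKM, went from 1.11 ± 0.257 FPKM (SD, n = 3) at EL35 to 5.0 ± 3.07 FPKM (SD, n = 3) at EL36 in Xiangfei, a log2 fold change of 2.49 (standard error 0.68, adjusted p = 0.137 from edgeR). At EL36 it was -3.25 for Italia over Xiangfei (standard error 1.3, adjusted p = 0.247 from edgeR) and -2.11 for Zaomeiguixiang over Xiangfei (standard error 0.61, adjusted p = 0.173 from edgeR). From EL35 to EL38 it was 1.21 in Xiangfei, 1.34 in Italia and 0.40 in Zaomeiguixiang, and with each replicate left out in turn the last ran from -0.20 to 1.53.

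**Figure D1:**
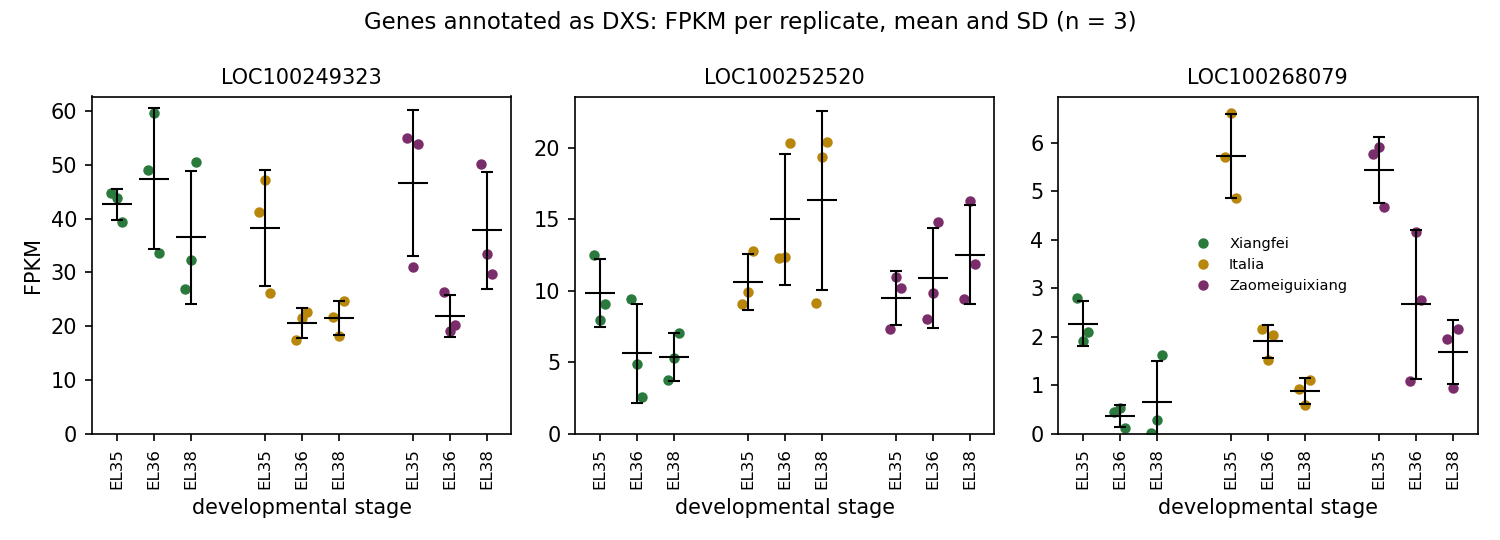
FPKM (y-axis) of 3 DXS genes in each cultivar and stage (x-axis), with points for the replicates and bars for the mean and its SD. The FPKM is not scaled by TMM factors. LOC100268079 lay lower at EL38 than at EL35 in every cultivar.

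LOC100263394 was found at 16.33 FPKM in Xiangfei EL35 replicate 1, with at most 1 expected count in any other sample. BGI_novel_G000732, a DXS gene detected beyond the reference annotation, had 0 counts in all 9 Italia samples, where 3 counts, the smallest share the depth can show, are between 1.22e-05% and 1.63e-05% of the counts. At EL35 its log2 fold change of Italia over Xiangfei was -9.76 (standard error 1.3, adjusted p = 0.0187 from edgeR), and it had between 80 and 180 expected counts in the Xiangfei samples. DESeq2 gave -9.19 (standard error 1.5, adjusted p = 5.87e-08 from DESeq2). The gene was past the paper's thresholds in 3 comparisons between cultivars with DESeq2 and in 0 with edgeR. As DXS genes form a family, reads of near-identical copies could have been split between them. For the 6 later enzymes of the MEP pathway, the genes with the highest means were LOC100248516 (DXR, 21.4 FPKM), LOC100247263 (MCT, 2.16 FPKM), LOC100261596 (CMK, 21.8 FPKM), LOC100250076 (MDS, 71.7 FPKM), LOC100257071 (HDS, 48.7 FPKM) and LOC100267479 (HDR, 265 FPKM). HDR had a FPKM of 126 ± 98.4 (SD, n = 3) in Xiangfei and 425 ± 84.5 (SD, n = 3) in Zaomeiguixiang at EL38, a log2 fold change of 1.43 (standard error 0.46, adjusted p = 0.119 from edgeR). From EL35 to EL38 HDR changed by -0.77 (standard error 0.49, adjusted p = 0.568 from edgeR) in Xiangfei, 0.12 (standard error 0.37, adjusted p = 0.915 from edgeR) in Italia and -0.32 (standard error 0.37, adjusted p = 0.732 from edgeR) in Zaomeiguixiang. Replicate 3 stood highest in Xiangfei at EL38 (239.74 FPKM against 65.3 and 73.64) and in Italia at EL35 (339.19 against 138.45 and 183.19). Both samples had seed-protein transcripts, described in the closing section. In Xiangfei at EL36, without such levels of them, the replicates ran from 56.33 to 248.64 FPKM. Whether these transcripts bear on HDR was not tested.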

Geranyl-diphosphate was the substrate for all the terpenes. 

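The gene annotated as geranyl diphosphate synthase with the highest mean was LOC100232946, at 6.5 FPKM, and its protein description also names solanesyl diphosphate synthase 3. Between EL35 and EL38 it went from 4.95 ± 0.476 FPKM (SD, n = 3) to 6.01 ± 1.68 FPKM (SD, n = 3) in Xiangfei, from 6.8 ± 3.37 FPKM (SD, n = 3) to 6.86 ± 2.05 FPKM (SD, n = 3) in Italia, and from 7.54 ± 1.55 FPKM (SD, n = 3) to 9.14 ± 2.29 FPKM (SD, n = 3) in Zaomeiguixiang. The log2 fold change was 0.26 (standard error 0.47, adjusted p = 0.859 from edgeR) in Xiangfei, -0.12 (standard error 0.4, adjusted p = 0.927 from edgeR) in Italia and 0.06 (standard error 0.3, adjusted p = 0.949 from edgeR) in Zaomeiguixiang, all within 1 standard error of 0. In Italia its direction differs from that of the FPKM, which carries no TMM factor.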

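Among the genes of the files, 59 were annotated as terpene synthases or by a terpene synthase product, of which 5 had a mean expected count of at least 10 and 2 a mean of at least 1 FPKM. None was past the thresholds in a comparison between cultivars with edgeR, and 2 were with DESeq2. LOC100852527, annotated as similar to (3S,6E)-nerolidol synthase 1, had a mean of 1.4 FPKM and 0 counts in all samples at EL35. In Italia at EL38 it had 7.4 ± 11.0 FPKM (SD, n = 3), with a spread between replicates larger than the mean. Its log2 fold change at EL38 for Italia over Xiangfei was 9.06 (standard error 1.9, adjusted p = 0.0487 from edgeR), and it ran from 6.41 to 10.82 with each replicate left out in turn. DESeq2 gave 9.28 (adjusted p = 1.6e-06 from DESeq2). LOC100267145 had a mean of 1.18 FPKM. At EL38 it had 3.41 ± 2.09 FPKM (SD, n = 3) in Zaomeiguixiang and 0 counts in Italia, a log2 fold change of 9.73 (standard error 1.4, adjusted p = 0.0133 from edgeR). In Xiangfei its FPKM at EL36 was 5.98 ± 8.85 (SD, n = 3). BGI_novel_G002199, detected beyond the reference annotation, had a mean of 0.856 FPKM and was past the thresholds between cultivars with neither test. Terpene synthases form a large family, so counts of each member are uncertain where copies share reads.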

Then, by a series of terpene synthases, the GPP was synthesized into hemiterpenes (C5), monoterpenes (C10), sesquiterpenes (C15) or diterpenes (C20)^19–22^.

The genetic mechanism of Muscat flavour in grapevines has been studied through quantitative trait loci analysis (QTL) in different F1 populations^23,24^, and in selfing populations, it has been shown that VvDXS is a structural candidate gene for geraniol, nerol, and linalool concentrations in wine grapes^25^. Battilana reported that single nucleotide polymorphism (SNP) mutations in VvDXS are the main cause of the Muscat flavour. The substitution of a lysine with an asparagine at position 284 of the VvDXS amino acid sequence affects the monoterpene content of Muscat flavour and neutral cultivars^26^.

In Muscat grapes, some cultivars have a very strong flavour, while others have moderate or light flavour. The terpene type and concentration varied among the cultivars. To date, terpene accumulation has been well-documented in some wine grapes. Terpene accumulation in developing Gewurztraminer grapes has been shown to be correlated with an increase in the transcript abundances of early terpenoid pathway enzymes^27^. Some transcription factors involved in controlling terpene biosynthesis have been predicted in the grapevine cultivar Muscat Blanc à Petits Grains through gene co-expression network analysis^28^. A Nudix hydrolase was also found to be a component of a terpene synthase-independent pathway, with cytochrome P450 hydroxylases, epoxide hydrolases and glucosyltransferases genes potentially involved in monoterpene metabolism^29^. However, there are few reports on the table grape^30^.

In this study, we present the transcriptome analysis of three genotypes of table grapes. During berry development, 27 samples, in total, were sequenced on the Illumina HiSeq Platform. After quality assessment and data clearance, a total of 254.18 Gb high-quality base pairs with more than 97% Q20 bases were obtained, and an approximately 9.41 Gb per sample. In the aggregate, a total of 776 million reads were yielded, with an average of 31.66 million reads per sample. Furthermore, approximately 76.65% of the total reads were uniquely aligned to the grape genome (V2)^31^. These data will provide useful information for investigating terpene biosynthesis.

## Methods

### Overview of the experimental design

The berries of three genotypes were collected at three developmental stages. Approximately 300 grape berries were randomly collected for each replicate, with three replicates harvested for each stage. The experimental design and analysis pipeline are shown in Fig. 1.

**Fig. 1:**
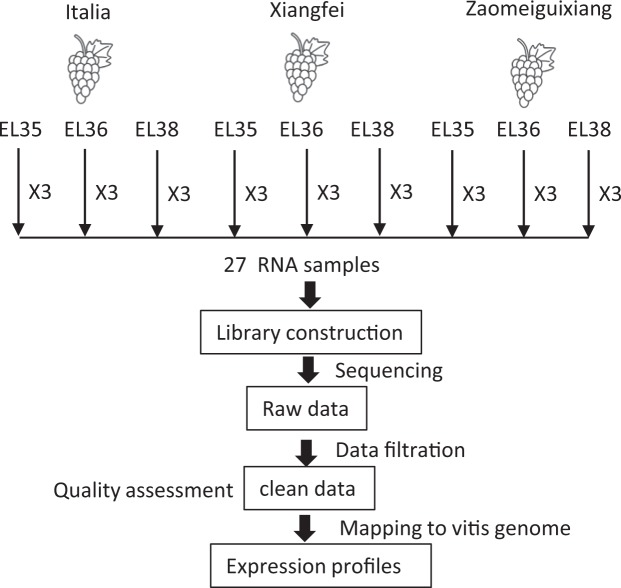
Flowchart of the experimental design. Berry samples were collected at three developmental stages, and three biological replicates per sample were used for transcriptome sequencing. All raw reads were quality controlled and assessed. Then, the clean data were mapped to the *V. vinifera* reference genome (V2) by Hisat2. Gene expression levels were calculated with RSEM.

### Materials and methods

#### Plant materials

Three *V. vinifera* cultivars were used for transcript study. ‘Xiangfei’ was registered by our team and has a strong Muscat flavour and a green to golden skin colour, while ‘Italia,’ the famous mid-late season table grape cultivar that originated in Italy, has a moderate Muscat flavour. ‘Zaomeiguixiang’ has a purple-reddish colour and a strong Muscat flavour.

#### Sampling

The vines were grown in the experimental vineyard at the Beijing Academy of Forestry and Pomology Sciences in China (39°58′N and 116°13′E) under a plastic cover and were trained into a two-wire vertical trellis system with a 2.5-m row space and a 0.75 m plant space. In 2017, berry samples from three vines were harvested at the developmental stages corresponding to EL35, EL36, and EL38^32^. The berry begins to colour and soften at EL 35 (about 5% of the berries started to colour and soften), progresses to the complete veraison with an intermediate Brix of EL 36, and reaches harvest ripeness at EL38. At each stage, three replicates were harvested; approximately 300 grape berries were randomly collected for each replicate.

#### Physiochemical parameters

Fifty berries of each replicate were pressed and centrifuged to determine total soluble solids (TSS), pH value and titratable acidity. TSS was measured by a digital refractometer (PAL-1, Atago, Tokyo, Japan). The pH value was measured by a pH meter (FiveGo F2-Standard, Mettler Toledo, Switzerland). Titratable acidity was analysed by titration with NaOH (0.1M) to the end point of pH 8.2 and expressed as tartaric acid equivalents in accordance with the National Standard of People’s Republic of China (GB/T15038-2006, 2006). The other berries were then frozen in liquid nitrogen and stored at −80 °C.

#### RNA extraction and sequencing

The extraction of total RNA from the berries was carried out by a Plant RNA extraction kit (Aidlab Biotechnologies, Beijing, China). The quality of the RNA was verified by agarose gel electrophoresis, and the concentration was determined by the absorbance ratio (A260/A280, 1.8–2.0) on an Implen P330 nanophotometer (Implen GmbH, Munich, Germany).

The RNA-Seq libraries were constructed from 27 samples according to the methods of Wang^33^. The enriched mRNA was obtained by using oligo (dT) magnetic beads then fragmented by 94 °C for 5 min. cDNA was synthesized by Superscript®III Reverse Transcriptase, followed by purification, end repair and dA-tailing and was then ligated with the sequencing adaptor. Afterwards, PCR amplification was conducted by indexed primers. The constructed library was QC checked by Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System and then sequenced by Illumina HiSeq2000 platform at BGI Life Tech Co., Ltd. (Shenzhen, China). Low quality reads (more than 20% of the base qualities are lower than 10), reads with adaptors and reads with unknown bases (N bases more than 5%) were filtered to get clean reads and were stored in FASTQ format. The clean reads were mapped onto the reference grapevine genome (V2) using Hisat2^34^.

## Data Records

The RNA-Seq clean data of the 27 samples were deposited at the NCBI Sequence Read Archive with accessions SRP184152^35^. The files of gene expression level were deposited in NCBI’s Gene Expression Omnibus (GEO), and are accessible through GEO Series accession number GSE130386^36^. The information of the differentially expressed genes (DEGs) between samples were deposited in figshare^37^.

## Technical Validation

### Quality control

The physiochemical parameter of the samples was shown in Table 1. 

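For each sample the authors deposited the expected counts of the genes detected, and genes with no counts are left out of the lists. The expected counts summed to between 16908559 and 27186952 per sample, with a median of 23335793. The median was 23494706 in Xiangfei, 21097986 in Italia and 26751529 in Zaomeiguixiang at EL35. At EL38 it was 22353673 in Xiangfei, 22282235 in Italia and 18572496 in Zaomeiguixiang. Relative to the clean reads the paper lists for each sample, the counts assigned to genes made up between 62.9% and 89.93%, with a median of 82.19%. The 10 genes with the most counts took between 7.49% and 28.51% of a sample's counts. Floors and intervals given for these samples cover counting error only, because PCR copies of a molecule are not independent molecules.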

A total of 27 RNA samples were prepared and sequenced, with the sequencing depth ranging between 22.48 and 33.08 million reads; the Q20 values for the clean reads were above 97%, and the average mapping ratio was 84.72% (Online-only Table 1).

**Table 1:** Physiochemical parameters for each sample.

Sample name	Total soluble solids	Titratable acidity(g/l)	pH
X-EL35-1	10.84	4.25	3.11
X-EL35-2	10.80	4.20	3.15
X-EL35-3	10.95	4.26	3.16
X-EL36-1	13.46	4.01	3.53
X-EL36-2	13.30	3.98	3.50
X-EL36-3	13.80	4.05	3.58
X-EL38-1	16.62	3.73	3.75
X-EL38-2	16.40	3.70	3.71
X-EL38-3	16.42	3.68	3.77
Y-EL35-1	5.18	5.15	3.07
Y-EL35-2	5.20	5.20	3.05
Y-EL35-3	5.18	5.22	3.01
Y-EL36-1	7.61	4.85	3.14
Y-EL36-2	7.45	4.80	3.18
Y-EL36-3	7.40	4.79	3.17
Y-EL38-1	14.80	4.51	3.47
Y-EL38-2	14.50	4.52	3.48
Y-EL38-3	14.57	4.48	3.45
Z-EL35-1	9.78	3.96	3.30
Z-EL35-2	9.70	3.95	3.32
Z-EL35-3	9.80	3.99	3.32
Z-EL36-1	12.90	3.48	3.75
Z-EL36-2	12.95	3.55	3.78
Z-EL36-3	12.88	3.52	3.71
Z-EL38-1	17.25	3.05	3.85
Z-EL38-2	17.20	2.96	3.80
Z-EL38-3	17.29	3.07	3.82

X stands for cultivar Xiangfei, Y for cultivar Italia and Z for cultivar Zaomeiguixiang. EL35: the berry begins to colour and soften, EL36: complete of veraison with an intermediate Brix, EL38: berry reaches harvest ripeness.

### Analysis of RNA-Seq data

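The deposited lists hold 27096 genes in at least 1 sample, of which 24590 are reference genes and 2506 were detected beyond the reference annotation. The genes beyond the reference took between 0.21% and 0.63% of a sample's counts, with a median of 0.42%. Between 16745 and 21653 genes were listed per sample, with a median of 19456, and 12902 genes were listed in all samples.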

After novel transcript detection, novel coding transcripts were merged with reference transcripts to get a complete reference. Clean reads were mapped to the transcript by using Bowtie2^38^. 

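Expression levels of the replicates were compared with Pearson's r of log2(FPKM + 1) across the genes listed in any sample. Genes are not independent replicates, so r describes similarity and carries no p-value. Over the 27 pairs of replicates r was between 0.875 and 0.973, with a median of 0.953, and over the 324 pairs of samples from different groups the median was 0.908. The mean r of a group's 3 pairs was highest in Italia at EL36, at 0.963 ± 0.001 (SD, n = 3 pairs), and lowest in Italia at EL35, at 0.91 ± 0.055 (SD, n = 3 pairs). Italia EL35 replicate 3 had a mean r of 0.878 to the other replicates of its group, the lowest of the samples. With only the 15389 genes of a mean FPKM of at least 1, the mean r of Italia at EL35 was 0.842. Between 12287 and 16150 genes per sample had a FPKM of at least 1.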

Gene expression levels were calculated with RSEM^39^. The distribution of reads based on the detection of read coverage skewness showed good fragmentation randomness (Fig. 2). The differentially expressed genes (DEGs) between samples were identified by the R package, DESeq2^40^. 

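Each of the 18 comparisons was fitted on its own, to the 6 samples of the 2 groups, with edgeR 4.0.16 after TMM normalization and a filter on genes with low counts that left between 16571 and 18152 genes. DESeq2 1.42.0, the authors' tool, was run as an alternative with its default settings. The common dispersion was between 0.249 and 0.506. Counts were simulated for 16708 genes with the dispersion of the 3 Italia EL36 replicates, the group with the highest mean r. The 200 changed genes were drawn from those with a mean of at least 100 counts. Recovery in groups with more spread, or of genes with fewer counts, was not tested. On these counts edgeR recovered 86 of the 100 genes changed by a log2 fold change of 4 and 15 of the 100 changed by 2, with 0 unchanged genes called. DESeq2 recovered 97 and 50 of them, with 10 unchanged genes called. The samples carry replicate numbers, and deviations from the group mean correlated at -0.016 on average over the 54 pairs of samples with the same number and at 0.01 over the 108 pairs with different numbers. Same-numbered samples were thus no more alike on average. The paper names no unit that same-numbered samples of different cultivars share. The counts with a block that follow are therefore an alternative and not a correction for pairing. With the replicate number as a block in edgeR, the genes past the thresholds between Italia and Zaomeiguixiang numbered 14 at EL36 and 3 at EL38, against 57 and 29 without it. Between Xiangfei and Zaomeiguixiang at EL35 they numbered 0 with the block, against 3 without it.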

The DEGs with a |log2ratio| ≥ 1 and a false discovery rate probability ≤ 0.001 were considered statistically significant. The statistical analyses of DEG are shown in Fig. 3.

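Within cultivars, edgeR's quasi-likelihood test gave 0 genes with a |log2 fold change| of at least 1 and an adjusted p of at most 0.001 in all 9 comparisons. At an unadjusted p under 0.05, the genes numbered 2602 between EL35 and EL36, 2126 between EL35 and EL38 and 1072 between EL36 and EL38 in Xiangfei. They numbered 2151, 2808 and 1001 in the same order in Italia, and 3513, 3197 and 2554 in Zaomeiguixiang. Of the alternatives set beforehand, DESeq2 at the same thresholds moved the counts most, to 360, 243 and 88 in Xiangfei, 238, 458 and 38 in Italia, and 553, 748 and 303 in Zaomeiguixiang. In the direction from EL35 to EL38, DESeq2 gave 91 genes up and 152 down in Xiangfei, 224 up and 234 down in Italia, and 311 up and 437 down in Zaomeiguixiang. As edgeR gave no gene past the thresholds in all cultivars, genes to describe were taken from the DESeq2 results, by the rule set beforehand, which was a choice made after the edgeR counts were seen. With DESeq2, 34 genes passed the thresholds from EL35 to EL38 in the same direction in all cultivars, 9 rising and 25 falling. Of those rising, LOC100853652, annotated as similar to nitrilase NIT4B, had its smallest change in Xiangfei, a log2 fold change of 5.97 (standard error 0.88, adjusted p = 5.24e-09 from DESeq2), against 5.95 (standard error 1.1, adjusted p = 0.0608 from edgeR). LOC100265368, a glucan endo-1,3-beta-glucosidase, had its smallest change in Italia, 6.23 (standard error 1.2, adjusted p = 9.79e-06 from DESeq2), against 6.2 (standard error 1.5, adjusted p = 0.11 from edgeR). Its counts were too low for the edgeR test in Xiangfei. LOC100253312, similar to a cytochrome P450, had its smallest change with DESeq2 in Zaomeiguixiang, 5.49 (standard error 0.81, adjusted p = 1.4e-09 from DESeq2), the only cultivar where its counts were high enough for edgeR, which gave 5.42 (standard error 0.93, adjusted p = 0.0175 from edgeR). In Italia its replicates overlapped, with 14.69, 1.39 and 0.03 FPKM at EL38 and 0.0, 0.03 and 0.05 FPKM at EL35. Of those falling, LOC100262729, a putative lipid-binding protein, had its smallest change in Zaomeiguixiang, a log2 fold change of -8.29 (standard error 0.81, adjusted p = 1.12e-21 from DESeq2), against -8.24 (standard error 0.99, adjusted p = 0.00542 from edgeR). LOC100246512, annotated as protein DETOXIFICATION 40, had a log2 fold change of -8.2 in Xiangfei and LOC100245019, an aspartic protease, of -5.63 in Zaomeiguixiang, the smallest of their changes with DESeq2.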

**Fig. 2:**
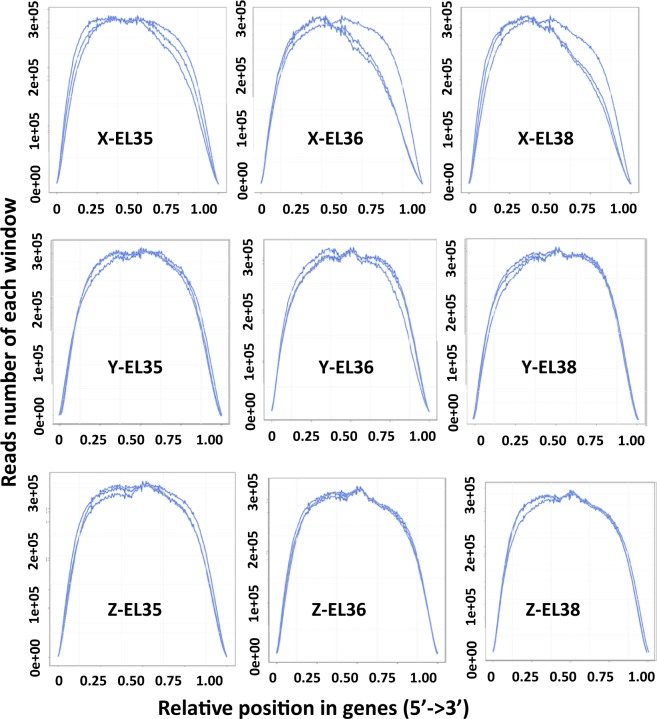
Reads distribution on transcripts. The x-axis represents the position along transcripts, and the y-axis represents the number of reads.

**Fig. 3:**
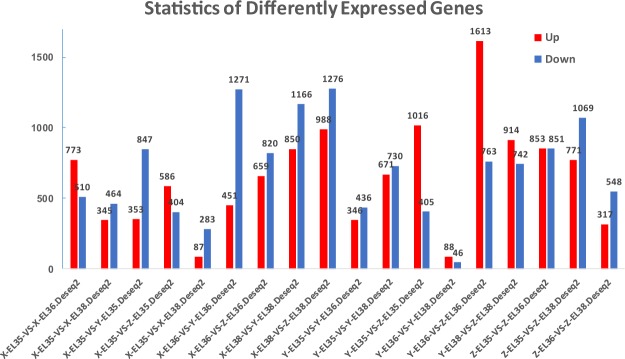
Statistics of differently expressed genes. The X-axis represents the comparison method between groups and the y-axis represents DEG numbers. The red colour represents upregulated DEGs, and the blue colour represents downregulated DEGs.

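Between cultivars at the same stage, edgeR's test gave 3 genes past the thresholds between Xiangfei and Zaomeiguixiang at EL35, all higher in Zaomeiguixiang. Between Italia and Zaomeiguixiang it gave 57 genes at EL36, of which 40 were higher in Zaomeiguixiang, and 29 at EL38, of which 15 were. Italia had the lowest mean total soluble solids at every stage, at EL36 7.49 against 12.91 in Zaomeiguixiang and 13.52 in Xiangfei. Comparisons with Italia therefore do not separate cultivar from ripeness. The other 6 comparisons gave 0 genes, with between 2399 and 3761 genes at an unadjusted p under 0.05. DESeq2 at the same thresholds gave 463 genes between Xiangfei and Italia, 320 between Xiangfei and Zaomeiguixiang and 546 between Italia and Zaomeiguixiang at EL35. It gave 564, 398 and 917 in the same order at EL36, and 635, 646 and 628 at EL38. At all stages in the same direction and with no overlap between replicates, DESeq2 gave 74 genes between Xiangfei and Italia, 33 of them higher in Italia. It gave 84 between Xiangfei and Zaomeiguixiang, 45 of them higher in Zaomeiguixiang, and 119 between Italia and Zaomeiguixiang, 81 of them higher in Zaomeiguixiang. With edgeR no gene met this rule, so the genes that follow were taken from the DESeq2 results. LOC100262339, an uncharacterized protein, had 13.1 ± 6.86 FPKM (SD, n = 3) in Italia at EL35 and 0 counts in every Xiangfei and Zaomeiguixiang sample, and its log2 fold change for Italia over Xiangfei was between 10.86 and 11.73 at the 3 stages. BGI_novel_G001464, detected beyond the reference annotation, was likewise at 0 counts outside Italia. LOC104878832 had a log2 fold change for Italia over Xiangfei between -10.96 and -9.92, and LOC100248998, a decapping nuclease homolog, between -10.13 and -9.85. LOC100254843, similar to eugenol synthase 1, had 79.8 ± 9.04 FPKM (SD, n = 3) in Zaomeiguixiang at EL38 and 0.0267 ± 0.0462 FPKM (SD, n = 3) in Xiangfei. Its log2 fold change for Zaomeiguixiang over Italia at EL36 was 9.51 (standard error 0.71, adjusted p = 4.27e-37 from DESeq2), against 9.42 (standard error 0.62, adjusted p = 0.000241 from edgeR). LOC100250566, similar to thioredoxin H-type, was higher in Zaomeiguixiang than in Xiangfei by a log2 fold change between 9.79 and 12.0. LOC104878831, a putative disease resistance protein, had a log2 fold change for Zaomeiguixiang over Xiangfei between -11.74 and -11.25. LOC109121464 had 34.9 ± 7.87 FPKM (SD, n = 3) in Xiangfei and 38.7 ± 13.1 FPKM (SD, n = 3) in Italia at EL35, and at most 3 expected counts in any Zaomeiguixiang sample. Whether reads of alleles that differ from the reference transcripts were missed in the counting was not tested. From its comparisons between groups the paper states the numbers of upregulated and downregulated genes in Fig. 3.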

## Usage Notes

The RNA-Seq fastq.gz files were deposited at Gene Expression Omnibus and can be downloaded using the fastq-dump tool of the SRA Toolkit (https://www.ncbi.nlm.nih.gov). The V2 reference genome of *V. vinifera*, the annotated file, could be retrieved at (http://genomes.cribi.unipd.it/grape/).

### ISA-Tab metadata file

Download metadata file

## Data Availability

SOAPnuke: https://github.com/BGI-flexlab/SOAPnuke. Version: v1.5.2. Parameters: -l 5 -q 0.51 -n 0.55 -i -Q 2–seqType 1. HISAT2: http://www.ccb.jhu.edu/software/hisat. Version:v2.0.4.Parameters:–phred64–sensitive–no-discordant–no-mixed -I 1 -X 1000. Bowtie2: http://bowtie-bio.sourceforge.net/Bowtie2. Version: v2.2.5. Parameters: -q–phred64–sensitive–dpad 0–gbar 99999999–mp 1,1–np 1–score-min L,0, −0.1 -I 1 -X 1000–no-mixed–no-discordant -p 1 -k 200. RSEM: http://deweylab.biostat.wisc.edu/RSEM. Version: v1.2.12. Parameters: default.

## Online-only Table

**Online-only Table 1:** Statistics of sequencing data for each sample.

Sample	Total Raw Reads(Mb)	Total Clean Reads(Mb)	Total Clean Bases(Gb)	Clean Reads Q20(%)	Total Mapping Ratio%	Uniquely MappingRatio%	Accession number (Biosample)
X-EL35-1	32.79	30.31	9.78	98.75	82.79	76.97	SAMN10880015
X-EL35-2	32.67	30.17	9.69	98.82	80.71	72.02	SAMN10880016
X-EL35-3	32.58	30.04	9.70	98.68	81.33	76.37	SAMN10880017
X-EL36-1	32.28	29.26	9.59	98.34	85.30	76.21	SAMN10880018
X-EL36-2	31.96	28.86	9.50	98.61	94.53	79.67	SAMN10880019
X-EL36-3	30.29	27.61	8.96	98.73	91.97	80.36	SAMN10880020
X-EL38-1	32.05	29.53	9.50	98.79	79.21	73.29	SAMN10880021
X-EL38-2	31.58	29.07	9.38	98.79	85.37	77.24	SAMN10880022
X-EL38-3	32.46	29.62	9.63	98.26	89.61	81.99	SAMN10880023
Y-EL35-1	32.70	30.22	9.74	98.74	71.65	68.36	SAMN10880024
Y-EL35-2	32.63	29.85	9.71	98.66	70.39	64.96	SAMN10880025
Y-EL35-3	33.08	30.73	9.86	98.80	82.73	76.09	SAMN10880026
Y-EL36-1	32.71	29.77	9.72	98.68	83.51	70.43	SAMN10880027
Y-EL36-2	32.89	30.02	9.78	98.67	84.90	75.87	SAMN10880028
Y-EL36-3	32.54	29.09	9.69	98.48	82.47	74.05	SAMN10880029
Y-EL38-1	32.37	29.26	9.62	98.18	66.95	58.86	SAMN10880030
Y-EL38-2	32.98	30.29	9.82	98.71	82.08	74.71	SAMN10880031
Y-EL38-3	31.89	27.00	9.50	97.75	83.90	73.87	SAMN10880032
Z-EL35-1	33.01	30.53	9.83	98.76	94.94	87.08	SAMN10880033
Z-EL35-2	28.17	24.35	8.38	97.97	80.48	71.95	SAMN10880034
Z-EL35-3	32.90	30.23	9.78	98.66	94.43	87.15	SAMN10880035
Z-EL36-1	32.24	29.09	9.58	98.30	86.69	79.18	SAMN10880036
Z-EL36-2	32.68	29.88	9.71	98.59	93.01	84.9	SAMN10880037
Z-EL36-3	32.81	29.80	9.75	98.56	90.54	82.82	SAMN10880038
Z-EL38-1	25.26	22.06	7.50	98.05	89.97	82.28	SAMN10880039
Z-EL38-2	32.92	30.20	9.78	98.65	88.41	82.38	SAMN10880040
Z-EL38-3	22.48	19.16	6.70	97.86	89.56	80.46	SAMN10880041

X stands for Xiangfei, Y for Italia and Z for Zaomeiguixiang, Total Raw Reads (Mb): The reads amount before filtering, Unit: Mb. Total Clean Reads (Mb): The reads amount after filtering, Unit: Mb. Total Clean Bases (Gb): The total base amount after filtering, Unit: Gb. Clean Reads Q20(%): The Q20 value for the clean reads. Total Mapping Ratio: The percentage of mapped reads. Uniquely Mapping Ratio: The percentage of reads that map to only one location of reference. EL35: the berry begins to colour and soften, EL36: complete of veraison with an intermediate Brix, EL38: berry reaches harvest ripeness.

How the deposited data were processed for this re-analysis (not part of the article)

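RNA from berries of Xiangfei, Italia and Zaomeiguixiang at EL35, EL36 and EL38 was sequenced in 27 samples, 3 for each of 9 groups. The authors filtered the reads, detected transcripts beyond the reference annotation by mapping to the grapevine genome, merged these with the reference transcripts, mapped the clean reads to the merged set with Bowtie2 and estimated expression with RSEM. The authors deposited, for each sample, the expected counts of each gene without normalization, the FPKM values normalized for gene length and for the fragments assigned in that sample and rounded to 2 decimals, and the mean transcript length. Only genes above 0 are listed, and a gene not listed was taken as 0. Replicates were not pooled. Gene identifiers were used as the files give them, and 22426 of the 24590 reference identifiers were found in the reference gene table.

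From the files, expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, the default filter on low counts) in R 4.3.3. The test gives no standard error, so those printed with edgeR are the size of the log2 fold change over the square root of the F statistic. They are rough where a group had 0 counts. Genes past the thresholds had a |log2 fold change| of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.001, as in the paper. The 18 comparisons of Fig. 3 were each fitted to 6 samples, and the difference between cultivars in the change from EL35 to EL38 was tested in 1 fit of 18 samples with no minimum on the fold change. The authors state DESeq2 as their tool, and DESeq2 1.42.0 was run as an alternative. Each test was tried on simulated counts with known changes in genes with a mean of at least 100 counts. At a dispersion of 0.02, edgeR, DESeq2 and the test of the difference between cultivars recovered all 200 changed genes of 16708, with 0 unchanged genes called. At the dispersion of the Italia EL36 replicates, the group with the highest mean r, this last test recovered 91 of the 100 genes changed by a log2 fold change of 4 and 6 of the 100 changed by 2. FPKM values were used for means, SDs, replicate similarity on log2(FPKM + 1), and exact permutation tests. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

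The total of the expected counts per sample sets the smallest share that can be shown, 3 counts, which was between 1.1e-05% and 1.77e-05% of the counts. Shares of counts in single samples are given with their 95% Wilson binomial intervals. Samples were grouped by the cultivar and stage of their labels. Pairing comes from the replicate numbers in the sample labels, and the fit with the replicate number as a block was an alternative. The other alternatives set beforehand were DESeq2, DESeq2's size factors in edgeR, no filter on low counts, reference genes only, all 27 samples in 1 fit, and each replicate left out in turn, and for FPKM a pseudocount of 0.1 in place of 1 and only genes with a mean of at least 1 FPKM. Another 4 settings of DESeq2 were added after seeing the data.

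The rule for the genes named was set before the data were examined. It took every DXS gene with a mean expected count of at least 10, for each other enzyme of the terpene pathways the gene with the highest mean FPKM, the 3 terpene synthases and the 1 Nudix hydrolase past the thresholds in the most comparisons between cultivars (ties by mean FPKM), for each pair of cultivars the 2 higher and 2 lower genes with the largest change at all stages, and the 3 rising and 3 falling genes with the largest change from EL35 to EL38 in all cultivars. Genes for the last 2 parts of the rule were taken from the DESeq2 results, after edgeR gave 0 such genes. The terpene synthases and the Nudix hydrolase were ranked with edgeR, where none was past the thresholds between cultivars. All were thus tied, and mean FPKM alone chose them. Read files, the sugar and acid measurements beyond the soluble solids, and the lists of differentially expressed genes that the paper places elsewhere were not used here.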

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

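The tests of other splits of the samples, of the 8 seed families, of library size, of cultivar or stage as a source of the seed-protein transcripts and of reads from other libraries were chosen after the results were seen, while the test of further seed families was set down before their values were looked at. Library size was first tested by the rank of the sample with the most seed transcripts, then by the ranks of the other 2, and last by the samples nearest in total counts, each added after the earlier result was seen.

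The change from EL35 to EL38 was tested for a difference between the 3 cultivars, which the paper does not test. An adjusted p of at most 0.001 was reached by 2 of 20128 genes (edgeR quasi-likelihood test), with 2518 genes at an unadjusted p under 0.05. Among 100 splits of the 18 samples, the real one included, 5 gave at least as many genes, and the highest gave 76, a share at the boundary of 0.05. These splits swap stages in a cultivar without the others, which can turn a change shared by the cultivars into a difference between them, so they do not settle whether the 2 genes arise by chance. Every split parted as many same-numbered pairs as the real one. With the replicate block the count was 0, with 1484 genes at an unadjusted p under 0.05. A biological difference between the cultivars was not separated from these alternatives.

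Seed-protein transcripts are outside the genes the paper discusses, and they stood above the smallest share the depth can show. The 32 genes of 8 seed protein families took 8.52% of the counts (95% Wilson interval 8.51% to 8.53%) in Italia EL35 replicate 3, 2.9% (2.9% to 2.91%) in Zaomeiguixiang EL35 replicate 3 and 0.384% (0.381% to 0.386%) in Xiangfei EL38 replicate 3, against a median of 0.0192% over the 27 samples. A candidate explanation is seed tissue in some of these samples. All 8 families had their highest sample among the 3, but most had been looked at when the families were chosen, so this number cannot decide. Of the 8, 7 were highest in Italia EL35 replicate 3 and 1, the 2S albumin, in Zaomeiguixiang EL35 replicate 3. Vicilins were above the median of the 27 samples in all 3 (20491.5 FPKM in Italia EL35 replicate 3, 1356.0 in Zaomeiguixiang EL35 replicate 3 and 953.5 in Xiangfei EL38 replicate 3, median 7.0), as were oleosins (17371.1, 1057.7 and 622.0, median 24.4) caleosins or peroxygenases (718.3, 69.9 and 148.2, median 41.0), late embryogenesis abundant proteins (14773.4, 248.8 and 1748.1, median 127.3) and seed maturation proteins (972.7, 6.5 and 134.4, median 2.1), although for the last 2 families Zaomeiguixiang EL35 replicate 3 lay within the range of the samples outside the 3. The other 3 families were not raised in all 3 samples. Xiangfei EL38 replicate 3 was near the median of the 27 samples for legumins (2.4 FPKM, median 2.4) and for the 2S albumin (3.6, median 3.3), and Zaomeiguixiang EL35 replicate 3 for the seed biotin-containing protein (0.1, median 0.1). Of 3 further seed families with genes in the files, 2 had their highest sample among the 3: steroleosins and a B3 regulator, both highest in Italia EL35 replicate 3. The third, the dehydrins, was highest in Zaomeiguixiang EL35 replicate 1. The further test rests on few families and bears on Italia EL35 replicate 3 only. Among the 27 samples the total counts of Italia EL35 replicate 3 rank 13, those of Zaomeiguixiang EL35 replicate 3 rank 1 and those of Xiangfei EL38 replicate 3 rank 5. The samples nearest to them in total counts had shares of 0.0205%, 0.0263% and 0.0295%, near the median, which goes against library size in all 3. The other replicates of the same groups had at most 0.0263%, so cultivar and stage, which they share, do not account for the difference. Seed tissue remains a hypothesis.

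In 10 other samples, 3 storage-protein genes had between 280 and 382 counts together, which is between 0.0224% and 0.0305% of their 1252255 counts in Italia EL35 replicate 3 and Zaomeiguixiang EL35 replicate 3. Xiangfei EL35 replicate 1 also had more than 100 counts, 3957, and was left out of the 10 because the test below takes its genes from that sample. In 14 samples the same genes had between 0 and 66 counts. The boundary of 100 counts between the 10 and the 14, and the choice of genes for the test, were made after seeing the data. A candidate explanation is reads from other libraries, such as those sequenced together. In a test on 3 other genes, which had 16867 counts in Xiangfei EL35 replicate 1 and at most 30 counts each in any other sample, the 10 samples had a median of 7.5 counts (3 to 18) and the 14 a median of 0 (0 to 11), with a two-sided permutation p = 0.00052. The samples' sequencing runs are not given in the labels, so sequencing together was not tested directly.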

How the results depend on the processing

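Of the alternatives set beforehand, the test moved the counts of genes past the thresholds most, and the cause was not tested. With edgeR they were 0, 0 and 0 in Xiangfei, 0, 0 and 0 in Italia and 0, 0 and 0 in Zaomeiguixiang, and between cultivars 0, 3 and 0 at EL35, 0, 0 and 57 at EL36 and 0, 0 and 29 at EL38, in the order EL35 against EL36, EL35 against EL38 and EL36 against EL38 within cultivars, and Xiangfei against Italia, Xiangfei against Zaomeiguixiang and Italia against Zaomeiguixiang between them. For the 15 comparisons at 0, between 1001 and 3761 genes had an unadjusted p under 0.05. In the same order, DESeq2 gave 360, 243 and 88 in Xiangfei, 238, 458 and 38 in Italia and 553, 748 and 303 in Zaomeiguixiang, and between cultivars 463, 320 and 546 at EL35, 564, 398 and 917 at EL36 and 635, 646 and 628 at EL38. Without a filter on low counts edgeR gave 0, 8 and 0 in Xiangfei, 0, 0 and 2 in Italia and 36, 80 and 105 in Zaomeiguixiang, and between cultivars 34, 20 and 2 at EL35, 57, 13 and 304 at EL36 and 22, 87 and 216 at EL38. With all 27 samples in one fit, as a single fit of the 9 groups, it gave 0, 1 and 0 in Xiangfei, 1, 2 and 0 in Italia and 0, 0 and 0 in Zaomeiguixiang, and between cultivars 92, 46 and 64 at EL35, 64, 45 and 68 at EL36 and 88, 60 and 38 at EL38. With the replicate block the counts were 0 between Xiangfei and Zaomeiguixiang at EL35, 14 between Italia and Zaomeiguixiang at EL36 and 3 at EL38, and 0 in the other comparisons, as without it. The 18 counts stayed within 1.5 times with DESeq2's size factors in edgeR and with reference genes only.

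The settings that follow were chosen after seeing the data, and in each the cause of the change was not tested. DESeq2 with an adjusted p of at most 0.05 gave 1342, 840 and 387 in Xiangfei, 817, 1443 and 148 in Italia and 1762, 1801 and 895 in Zaomeiguixiang, and between cultivars 1196, 1041 and 1448 at EL35, 1745, 1494 and 2339 at EL36 and 2052, 2328 and 1683 at EL38. An adjusted p of at most 0.01 gave 736, 470 and 181 in Xiangfei, 466, 820 and 77 in Italia and 993, 1166 and 564 in Zaomeiguixiang, and between cultivars 748, 565 and 883 at EL35, 997, 789 and 1469 at EL36 and 1199, 1240 and 1030 at EL38. An unadjusted p of at most 0.001 gave 932, 645 and 383 in Xiangfei, 657, 1024 and 202 in Italia and 1173, 1308 and 756 in Zaomeiguixiang, and between cultivars 907, 764 and 1050 at EL35, 1180, 1000 and 1555 at EL36 and 1334, 1354 and 1198 at EL38. DESeq2 without its filter on Cook's distance gave 596, 461 and 127 in Xiangfei, 323, 538 and 63 in Italia and 608, 797 and 337 in Zaomeiguixiang, and between cultivars 578, 411 and 584 at EL35, 615, 416 and 947 at EL36 and 672, 677 and 659 at EL38.

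Across the 6 fits of each comparison that each left out 1 replicate, the counts ranged from 0 to 314 between Xiangfei and Zaomeiguixiang at EL38, from 0 to 20 between Italia and Zaomeiguixiang at EL38, from 0 to 5 between them at EL36, from 0 to 5 between EL35 and EL36 in Italia, and from 0 to 1 between EL35 and EL38 in Zaomeiguixiang, between Xiangfei and Zaomeiguixiang at EL35 and between Xiangfei and Italia at EL36. In the other 11 comparisons they stayed at 0. The 314 genes arose without Xiangfei EL38 replicate 3, where 5556 genes had an adjusted p of at most 0.05 against 481 with all replicates, and the 5 genes between EL35 and EL36 in Italia arose without Italia EL35 replicate 3. Both of these samples had seed-protein transcripts. In their other comparisons leaving them out gave 0 genes past the thresholds (1787 to 6591 at an unadjusted p under 0.05), while the genes with an adjusted p of at most 0.05 rose in most. Without Italia EL35 replicate 3 they went from 9 to 827 against EL36 and from 47 to 1543 against EL38 in Italia, and at EL35 from 302 to 451 against Xiangfei, and they rose by more than that, from 318, against Zaomeiguixiang. Without Xiangfei EL38 replicate 3 they went from 57 to 376 against EL35, stayed at 0 against EL36, and went from 449 to 3094 against Italia at EL38. Without Zaomeiguixiang EL35 replicate 3, which also had these transcripts, they fell, from 573 to 236 against EL36, from 797 to 462 against EL38, from 165 to 96 against Xiangfei and from 318 to 79 against Italia. Without Xiangfei EL36 replicate 1, which did not have them at such a level, they rose from 56 to 1524 against Zaomeiguixiang at EL36. Whether these transcripts are the cause was not tested.

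The difference between cultivars in the change from EL35 to EL38 gave 2 genes with edgeR, 141 with DESeq2, 0 with the replicate block (1484 at an unadjusted p under 0.05), 0 with all 27 samples in one fit (2650 at an unadjusted p under 0.05), and from 0 to 3 across the 18 fits that each left out 1 replicate. The cause was not tested.

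Of 399 values for 57 log2 fold changes of named genes, 342 kept their direction and their side of the thresholds, 34 went past the thresholds, 6 no longer did and 17 reversed. The reversals were in small changes from EL35 to EL38, and their cause was not tested. With each replicate left out in turn, LOC100249323 ran from -0.25 to 0.03 in Xiangfei, LOC100252520 from -0.01 to 0.51 in Zaomeiguixiang, LOC100267479 from -0.05 to 0.32 in Italia and from -0.5 to 0.01 in Zaomeiguixiang, LOC100232946 from -0.32 to 0.08 in Italia and from -0.04 to 0.21 in Zaomeiguixiang, and LOC100244379 from -0.1 to 0.57 in Xiangfei and from -0.74 to 0.17 in Italia. LOC100245191 ran from -0.24 to 0.43 in Xiangfei, from -0.68 to 0.03 in Italia and from -0.38 to 0.6 in Zaomeiguixiang, and with the replicate block it was -0.04 in Xiangfei and 0.06 in Zaomeiguixiang. LOC100241801 ran from -0.2 to 0.61 in Italia and from -0.49 to 0.22 in Zaomeiguixiang. LOC100247834 ran from -0.2 to 1.53 in Zaomeiguixiang, and with the replicate block it was -0.27.

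The ratio of EL38 to EL35 moved by less than the replicate SD for 45 of 46 ratios with TMM-normalized counts in place of FPKM, and 5 of the 46 lay on the other side of 1. DESeq2's size factors shifted the median log2 fold change of all genes by at most 0.04 in size. Replicate similarity moved by more than its SD in 15 of 18 values, 9 with only genes of a mean FPKM of at least 1 and 6 with a pseudocount of 0.1. Across genes, the correlations with the ripening change of another cultivar ran from -0.14 to -0.02, from -0.3 to -0.12 and from -0.08 to 0.18 when each sample was left out in turn.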

Differences from the paper's values

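The paper's numbers of differentially expressed genes, as the height of the bars in Fig. 3, differ from those obtained here in all 18 comparisons. In Xiangfei, the genes past the thresholds with edgeR numbered 0 for EL35 against EL36, where the paper shows about 1300 in Fig. 3, read by eye. They numbered 0 for EL35 against EL38, where the paper shows about 810 in Fig. 3, read by eye. For EL36 against EL38 they numbered 0, where the paper shows about 370 in Fig. 3, read by eye. Fig. 3 repeats the label of EL35 against EL38 in Xiangfei, so which bar belongs to that comparison is not certain. In Italia, the genes past the thresholds with edgeR numbered 0 for EL35 against EL36, where the paper shows about 780 in Fig. 3, read by eye. They numbered 0 for EL35 against EL38, where the paper shows about 1400 in Fig. 3, read by eye, and 0 for EL36 against EL38, where the paper shows about 130 in Fig. 3, read by eye. In Zaomeiguixiang, the genes past the thresholds with edgeR numbered 0 for EL35 against EL36, where the paper shows about 1700 in Fig. 3, read by eye. They numbered 0 for EL35 against EL38, where the paper shows about 1800 in Fig. 3, read by eye, and 0 for EL36 against EL38, where the paper shows about 870 in Fig. 3, read by eye. At EL35, the genes past the thresholds with edgeR numbered 0 for Xiangfei against Italia, where the paper shows about 1200 in Fig. 3, read by eye. They numbered 3 for Xiangfei against Zaomeiguixiang, where the paper shows about 990 in Fig. 3, read by eye, and 0 for Italia against Zaomeiguixiang, where the paper shows about 1400 in Fig. 3, read by eye. At EL36, the genes past the thresholds with edgeR numbered 0 for Xiangfei against Italia, where the paper shows about 1700 in Fig. 3, read by eye. They numbered 0 for Xiangfei against Zaomeiguixiang, where the paper shows about 1500 in Fig. 3, read by eye, and 57 for Italia against Zaomeiguixiang, where the paper shows about 2400 in Fig. 3, read by eye. At EL38, the genes past the thresholds with edgeR numbered 0 for Xiangfei against Italia, where the paper shows about 2000 in Fig. 3, read by eye. They numbered 0 for Xiangfei against Zaomeiguixiang, where the paper shows about 2300 in Fig. 3, read by eye, and 29 for Italia against Zaomeiguixiang, where the paper shows about 1700 in Fig. 3, read by eye. The 15 counts of 0 had between 1001 and 3761 genes at an unadjusted p under 0.05.

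None of the alternatives set before the data were examined came within 1.5 times of the paper's number in any comparison: not DESeq2 with the paper's thresholds, which gave 360, 243 and 88 in Xiangfei, 238, 458 and 38 in Italia and 553, 748 and 303 in Zaomeiguixiang, and between cultivars 463, 320 and 546 at EL35, 564, 398 and 917 at EL36 and 635, 646 and 628 at EL38, nor DESeq2's size factors in edgeR, no filter on low counts, reference genes only, the replicate block, all 27 samples in one fit, or leaving out each replicate. DESeq2 with an adjusted p of at most 0.05, chosen after seeing the values, came within 1.5 times in 18 of 18 comparisons, with 1342, 840 and 387 in Xiangfei, 817, 1443 and 148 in Italia and 1762, 1801 and 895 in Zaomeiguixiang, and between cultivars 1196, 1041 and 1448 at EL35, 1745, 1494 and 2339 at EL36 and 2052, 2328 and 1683 at EL38. DESeq2 with an unadjusted p of at most 0.001, also chosen after seeing the values, did so in 15 of 18, all but EL36 against EL38 in Italia, Italia against Zaomeiguixiang at EL36 and Xiangfei against Zaomeiguixiang at EL38. DESeq2 with an adjusted p of at most 0.01 and DESeq2 without its filter on Cook's distance, chosen after seeing the values, did so in 0 of 18. Of the settings tried, DESeq2 with an adjusted p of at most 0.05 came nearest to Fig. 3 in most comparisons. It gave 1196 against about 1200 for Xiangfei against Italia at EL35. The furthest was EL36 against EL38 in Italia, with 148 against about 130. Fig. 3 was thus closer to that cut-off than to the false discovery rate of at most 0.001 that the paper states. As the setting was chosen after seeing the values and the bars were read by eye, the cut-off behind Fig. 3 is not settled.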

Other observations

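In this part the tests of the sample labels were chosen before their results were seen, the tests of other splits were chosen after, and the correlation with ripening was planned but the sign that it should take was written down after.

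For each comparison the 6 samples make 10 splits, and the real split was compared with the 4 that part all same-numbered pairs; the other 6 part 1 pair. In the 15 comparisons with 0 genes past the thresholds by edgeR (1001 to 3761 at an unadjusted p under 0.05), 4 of the 4 splits gave as many, which shows nothing. For Xiangfei against Zaomeiguixiang at EL35 and Italia against Zaomeiguixiang at EL36 and at EL38, 1 of the 4 splits, the real one, gave as many. A share under 0.05 cannot be reached with so few splits, so this test decides nothing in either direction. Over the 18 comparisons the 162 splits other than the real ones, those that part 1 pair included, gave at most 0 genes with edgeR (49 to 3324 at an unadjusted p under 0.05). In simulated counts of 16708 genes with the dispersion of the Italia EL36 replicates, edgeR called 0 of the unchanged genes. With DESeq2 the real split gave the most genes past the thresholds of its 4 in all 18 comparisons. The closest was EL36 against EL38 in Xiangfei, with 88 genes against 84. At an adjusted p of at most 0.05 from DESeq2, the real split of that comparison gave 387 genes and another split gave 832. With the replicate block, edgeR gave 14 genes for Italia against Zaomeiguixiang at EL36.

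The labels of the samples were tested with genes chosen from other samples. Between 12 and 26 genes specific to a cultivar at the other stages placed 27 of 27 samples with the cultivar of their label. Genes that changed from EL35 to EL38 in the other cultivars placed 18 of 18 samples at these stages on the side of their label. No sample was found to be mislabelled in these tests, which do not cover the replicate numbers or the EL36 stage.

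Total soluble solids in the paper's table average 5.19 in Italia, 10.86 in Xiangfei and 9.76 in Zaomeiguixiang at EL35. A hypothesis was that Italia berries less ripe at EL35 might account for part of the difference between cultivars, in which case the difference from Italia would correlate positively across genes with the ripening change of another cultivar. Across 15389 genes, which are not independent replicates, the difference of Xiangfei from Italia and the ripening change of Zaomeiguixiang had r = -0.1 (rho = -0.13), and the difference of Zaomeiguixiang from Italia and the ripening change of Xiangfei had r = -0.24 (rho = -0.23). Both are opposite in sign to the hypothesis. A correlation as large in size arose in 3 of 10 splits of the EL35 samples for each, so the test cannot tell the explanation from chance. The difference of Zaomeiguixiang from Xiangfei, which served as a comparison, had r = 0.02 (rho = 0.04) with the ripening change of Italia. The seed-protein transcripts of Italia EL35 replicate 3 enter these values.

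Of 20 genes annotated as Nudix hydrolases, LOC100241801 had the highest mean, 33.8 FPKM. None of the 20 was past the thresholds between cultivars with edgeR, against 2 with DESeq2, and LOC100241801 was not among these 2. At EL36 LOC100241801 had 62.4 ± 15.9 FPKM (SD, n = 3) in Xiangfei and 20.9 ± 3.87 FPKM (SD, n = 3) in Italia, a log2 fold change of -1.84 (standard error 0.44, adjusted p = 0.0865 from edgeR). Italia had the lower total soluble solids at EL36, so ripeness was not separated from cultivar.

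UFGT, an anthocyanidin glucosyltransferase gene, had 193 ± 106 FPKM (SD, n = 3) at EL38 in Zaomeiguixiang, and 0.09 ± 0.156 FPKM (SD, n = 3) in Xiangfei and 0.21 ± 0.0755 FPKM (SD, n = 3) in Italia. For Zaomeiguixiang over Italia at EL38 its log2 fold change was 9.66 (standard error 0.6, adjusted p = 0.000277 from edgeR).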
